# Analysis of the brain mural cell transcriptome

**DOI:** 10.1038/srep35108

**Published:** 2016-10-11

**Authors:** Liqun He, Michael Vanlandewijck, Elisabeth Raschperger, Maarja Andaloussi Mäe, Bongnam Jung, Thibaud Lebouvier, Koji Ando, Jennifer Hofmann, Annika Keller, Christer Betsholtz

## Abstract

Pericytes, the mural cells of blood microvessels, regulate microvascular development and function and have been implicated in many brain diseases. However, due to a paucity of defining markers, pericyte identification and functional characterization remain ambiguous and data interpretation problematic. In mice carrying two transgenic reporters, *Pdgfrb-eGFP* and *NG2-DsRed,* we found that double-positive cells were vascular mural cells, while the single reporters marked additional, but non-overlapping, neuroglial cells. Double-positive cells were isolated by fluorescence-activated cell sorting (FACS) and analyzed by RNA sequencing. To reveal defining patterns of mural cell transcripts, we compared the RNA sequencing data with data from four previously published studies. The meta-analysis provided a conservative catalogue of 260 brain mural cell-enriched gene transcripts. We validated pericyte-specific expression of two novel markers, vitronectin (*Vtn*) and interferon-induced transmembrane protein 1 (*Ifitm1*), using fluorescent *in situ* hybridization and immunohistochemistry. We further analyzed signaling pathways and interaction networks of the pericyte-enriched genes *in silico*. This work provides novel insight into the molecular composition of brain mural cells. The reported gene catalogue facilitates identification of brain pericytes by providing numerous new candidate marker genes and is a rich source for new hypotheses for future studies of brain mural cell physiology and pathophysiology.

All vertebrate blood vessels contain two principal cell types, endothelial cells (EC) and mural cells. The mural cells of larger blood vessels, vascular smooth muscle cells (VSMC), are contractile and regulate vascular tone and blood flow. Less is known about the microvascular mural cells, a.k.a. pericytes (PC)^1^,^2^,^3^, but their importance in vascular development, maintenance and pathology, in the central nervous system (CNS) in particular, is increasingly discussed. Mouse studies demonstrate that PC are necessary for vascular morphogenesis and EC quiescence in the brain and retina^4^,^5^,^6^,^7^,^8^ and for the formation of an intact blood-brain barrier (BBB)^9^,^10^. In addition, PC are implicated in regulation of cerebral blood flow^11^,^12^, although the identity of the contributing mural cell remains a topic of debate^13^. PC also regulate the localization of certain proteins to astrocyte end feet^9^. However, the PC-derived signals involved in these processes are unknown. PC have also been implicated in the pathogenesis of several human brain diseases^14^. For example, PC death or damage has been observed in diabetic retinopathy^15^,^16^, brain ischemia and stroke^11^, traumatic brain injury^17^,^18^,^19^,^20^, septic encephalopathy^21^,^22^, and in genetic brain diseases, including primary familial brain calcification (PFBC)^23^,^24^, early-adult onset dementia^25^ and cerebral proliferative glomeruloid vasculopathy^26^. Reduced or altered PC have been reported in Alzheimer’s disease (AD)^27^,^28^,^29^,^30^,^31^,^32^, mild dementia^33^ and amyotrophic lateral sclerosis (ALS)^34^,^35^. The PC phenotype may be secondary in many of these conditions. An active involvement in disease pathogenesis has been suggested in mice expressing the AD-risk allele *APOE4*, where disruption of BBB integrity depends on MMP9 expression by PC^36^. Direct involvement of PC in PFBC pathogenesis is also plausible, since disease-causing mutations have been reported in the platelet-derived growth factor B (PDGFB) and PDGF receptor-beta (PDGFRB) genes^23^,^37^, which have known roles in PC biology^38^.

The notions that PC are abundant in the CNS and play important roles in cerebrovascular biology have stimulated efforts to molecularly characterize these cells using different profiling methods. However, PC are difficult to separate from EC, and therefore, mostly indirect methods have been used to deduce the PC transcriptome^9^,^39^,^40^. Some information is also available through brain single cell-sequencing projects^41^. We reasoned that by comparing published data with direct profiling of isolated brain mural cells, we would derive significantly deeper and more authentic information on the brain mural cell transcriptome. To this end, we generated a double transgenic mouse by crossing mice expressing enhanced green fluorescent protein (eGFP) under control of the *Pdgfrb* promoter (Gensat.org) with mice expressing DsRed under control of the *NG2* promoter^42^. The double reporter mice (*Pdgfrb-eGFP/NG2-DsRed* mice) expressed both reporters only in mural cells in the brain, whereas the single reporters were also expressed in other neuroglial cells in non-overlapping patterns. This allowed us to isolate brain mural cells by FACS and analyze the cells with high throughput next-generation RNA sequencing (RNA-seq).

We combined the results from the four published studies^9^,^39^,^40^,^41^ with our newly produced RNA-seq data into a meta-analysis with the aim of constructing a catalogue of brain mural cell-*enriched* genes. The resulting gene catalogue provides direct insights into the unique molecular composition, signaling pathways and protein interaction networks within vascular mural cells of the brain.

## Results

### Specific labeling of mural cells in *Pdgfrb-eGFP/NG2-DsRed* mice

We crossbred *NG2-DsRed* mice^42^ with *Pdgfrb-eGFP* mice (Gensat.org. Line name: Tg(Pdgfrb-eGFP)JN169Gsat/Mmucd) with the assumption that simultaneous expression of the two markers in the same cells would allow specific identification and enrichment of PC. *Pdgfrb* and NG2 are two commonly used markers for mural cells, neither of which are completely PC-specific. Their non-mural cell expression in the brain appeared non-overlapping, however, (Fig. 1A,D) with abundant *Pdgfrb-eGFP* expression noticeable in the subventricular zone and *NG2-DsRed* expression scattered throughout the brain in cells that likely correspond to oligodendrocyte progenitors (OPC)^43^. Cells with concurrent expression of *Pdgfrb-eGFP* and *NG2-DsRed* were invariably associated with the blood vessel endothelium, and had the expected location, density, distribution and morphology of vascular mural cells (Fig. 1A). To characterize these cells in more detail, we immuno-stained brain sections from *Pdgfrb-eGFP* mice using antibodies against alpha-smooth muscle actin (α-SMA) or CD31 (PECAM1) (Fig. 1B). This revealed that *Pdgfrb-eGFP*-positive cells occupied all types of blood vessels, i.e. arteries, veins and capillaries, as defined by their morphology and diameter^2^. In arteries, *Pdgfrb-eGFP*-positive cells co-labeled with α-SMA and displayed the typical morphology of VSMC, suggesting that they represent arterial and arteriolar VSMC (Fig. 1B, inserts). *Pdgfrb-eGFP*-positive cells lining smaller veins and capillaries expressed very low, or undetectable, levels of α-SMA, as revealed by antibody staining, and displayed the characteristic morphology of venous VSMC and PC, respectively (Fig. 1B). In separate stainings, we confirmed that the *Pdgfrb-eGFP*-positive cells were labeled with antibodies against PDGFRβ (Fig. 1C) and CD13 (Fig. 1E), supporting their mural cell identity, and that the *Pdgfrb-eGFP*-positive cells surrounding capillaries were also positive for *NG2-DsRed* (Fig. 1D). Finally, we explored the overlap between *Pdgfrb-eGFP* and *NG2-DsRed* expression in different types of vessels in different parts of the CNS, including the retina (Fig. 1F and data not shown). Whereas we found a complete overlap between *Pdgfrb-eGFP* and *NG2-DsRed* expression in capillary PC, and little if any variation in marker expression between individual PC, the expression in arteriolar and venular mural cells was more heterogeneous. In particular, we noticed that some strongly *Pdgfrb-eGFP*-positive cells in arteriolar and venular walls had weak or undetectable *NG2-DsRed* expression (Fig. 1F, white arrows). The location of these cells did not display any particular bias, and we therefore do not know if this heterogeneity reflects the existence of different subtypes of mural cells, or stochastic dynamic fluctuations of the marker expression. However, we conclude, based on extensive immunohistological characterization, that double *Pdgfrb-eGFP/NG2-DsRed* positive cells comprise both capillary PC and arteriolar and venular mural cells and likely do not represent other cell types in the brain.

### RNA-seq of brain mural cells and microvascular fragments

We sorted double positive cells from the brain of *Pdgfrb-eGFP/NG2-DsRed* transgenic mice using FACS (Fig. 2). RNA was extracted and sequenced by next-generation sequencing. We also determined the transcriptome of brain microvascular fragments (containing both endothelial cells and mural cells) isolated by mechanical tissue disintegration, collagenase digestion and immune-panning using anti-CD31 antibodies coupled to magnetic beads^9^. 

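The deposited RNA-seq data comprise 6 libraries from brains of *Pdgfrb-eGFP/NG2-DsRed* mice at postnatal day 6. There were 3 libraries of FACS sorted double positive cells and 3 libraries of microvascular fragments. According to the methods, one side of each of the 3 brains was dissociated for FACS and the other side was used to isolate the fragments, and all libraries were sequenced in a single lane. The authors aligned the reads to the NCBIM37 mouse assembly with TopHat2 version 2.0.4, removed duplicated reads with Picard version 1.92 and computed FPKM values with Cufflinks version 2.2.1. The deposited values are FPKM, with 1 value per gene and library. The files list 33460 different Ensembl genes, of which 33116 have a record in the matching GENCODE annotation of NCBIM37 and 20930 are protein-coding.

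The depth behind the values differed between the groups. For genes with a single annotated transcript the FPKM values of a library were whole multiples of the value of 1 fragment (97.7 to 98.4% of the low values), so that values could be turned into fragments. On the protein-coding genes this gave approximately 5.95, 5.43 and 5.93 M fragments for the microvascular libraries 1, 2 and 3, and 2.37, 1.04 and 1.05 M fragments for the mural cell libraries 1, 2 and 3. These totals are approximate, since the longest transcript was taken as the length of each gene. The paper states that over 25 M read pairs were sequenced per sample, and the FPKM values use the fragments left after the authors' processing.

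To compare the groups, log2(FPKM + 1) was tested with limma (moderated linear model with an intensity trend, Benjamini-Hochberg adjustment) over the 14801 genes with an FPKM of at least 1 in at least 3 of the 6 samples. A gene was called enriched when the adjusted p was under 0.05 and the ratio of the mean FPKM was above 2. All fold enrichments are ratios of mean FPKM, as in Table 1, whereas log2 fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low values. The pseudocount, the filter on low values and the scaling between libraries could all change the numbers. The sample labels number the replicates 1 to 3 in both groups. When these numbers were taken to pair the samples, the deviations from the group means correlated across genes with a mean r of 0.049 for samples with the same number. In the other 5 ways to pair the samples the mean r was between -0.03 and 0.031.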

The RNA-seq data was aligned to the mouse reference genome and sequence counts were summarized. 

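Of the 14801 genes tested, 952 were enriched more than 2-fold in the sorted mural cells (limma, adjusted p under 0.05), and 910 of these are protein-coding. In the opposite direction, 1493 genes were more than 2-fold lower in mural cells than in microvascular fragments. For each of the 952 enriched genes, the lowest of the 3 mural cell samples was above the highest of the 3 microvascular samples. The median fold enrichment of these genes was 3.9, and 123 of them were enriched more than 9-fold. Without the condition on the adjusted p, 1416 genes had a ratio above 2. With the replicate number as a block in the model (paired analysis, with the pairing taken from the labels and the methods), 900 genes were enriched and 1344 were lower. Among the alternatives that kept a condition on the adjusted p, the largest shift came from a stricter threshold, with 667 genes enriched at an adjusted p under 0.01. When each sample was left out in turn, between 691 and 949 genes were enriched. The paper's reported number is 856, from the Cufflinks test at a false discovery rate of 0.05.

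The genes at the extremes were chosen by their log2 fold change among those with no overlap between the groups. *Crispld2* (chromosome 8, 122516338 to 122576693) had an FPKM of 89.6 ± 38.0 (SD, n = 3) in mural cells and 4.45 ± 1.83 (SD, n = 3) in fragments, a log2 fold change of 4.01 (standard error 0.41, adjusted p = 6.3e-04 from limma). *Actg2*, whose reads may be shared with the closely related *Acta2*, had a log2 fold change of 3.80, *Trac* of 3.77 and *Gm2301* of 3.65. *Zhx2* had the largest value, 5.11, with an FPKM of 29.4, 11.9 and 124 in the mural cell samples against 0.0621, 0.0619 and 0.0621 in the fragments. Its ratio of 889 is far above the highest ratio of the known PC markers, 12.5, although the fragments contain mural cells too. The *Zhx2* value should therefore not be read as mural cell enrichment without a further check. The 5 genes with the lowest log2 fold change were short non-coding genes or pseudogenes, among them *Gm15536*, *AL732460.1*, *Snora21* and *SCARNA21*, all listed at 0 in every mural cell sample.

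**Figure D1:**
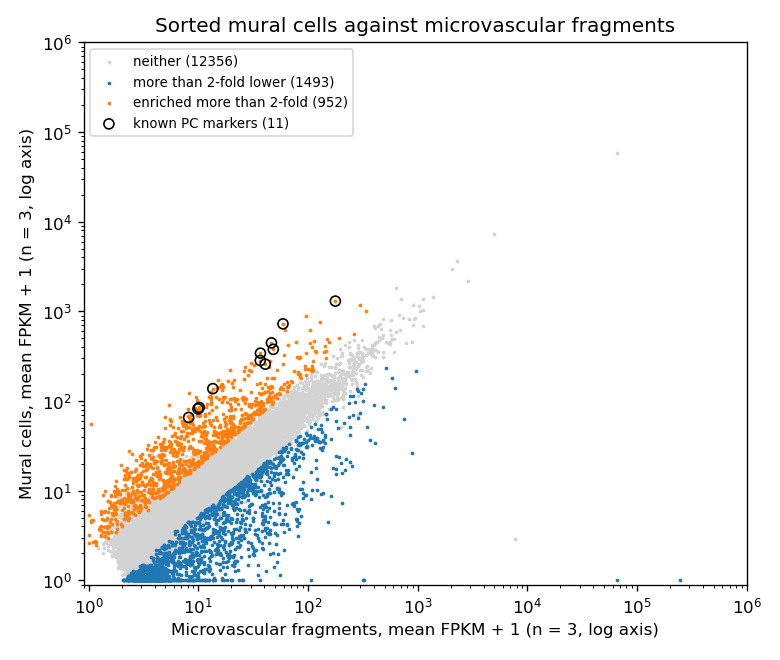
Mean FPKM + 1 of every tested gene in microvascular fragments (horizontal, log axis) and in sorted mural cells (vertical, log axis), with 3 samples per group. The 952 enriched genes are orange, the 1493 lower genes are blue, and the 11 known PC markers, circled, all lie among the enriched genes.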

The results showed that mRNA transcripts representing 856 different genes were enriched more than two-fold in FACS isolated *Pdgfrb-eGFP/NG2-DsRed* double positive cells compared with whole microvascular fragments (False Discovery Rate < 0.05) (Supplemental Table S1).

We examined the expression levels and fold enrichment of a set of known PC markers (Table 1) in *Pdgfrb-eGFP/NG2-DsRed* double positive cells compared with microvascular fragments. 

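All 11 known PC markers of Table 1 were enriched in each of the 3 mural cell samples compared with each of the 3 microvascular samples. *Pdgfrb* (ENSMUSG00000024620) lies on chromosome 18 of NCBIM37 from 61204804 to 61244715 on the plus strand. Its FPKM was 445 ± 39.0 (SD, n = 3) in mural cells and 45.4 ± 10.2 (SD, n = 3) in fragments, with a log2 fold change of 3.29 (standard error 0.18, adjusted p = 8.5e-05 from limma). *Cspg4* (ENSMUSG00000032911, chromosome 9, 56712911 to 56747677), which encodes NG2, had an FPKM of 257 ± 25.5 (SD, n = 3) and 39.7 ± 6.24 (SD, n = 3), with a log2 fold change of 2.67 (standard error 0.15, adjusted p = 8.5e-05). These are the genes whose promoters drive the reporters used for sorting. The remaining 9 markers had log2 fold changes between 2.89 (*Rgs5*) and 3.53 (*Acta2*). The largest adjusted p among the 11 genes was 9.2e-04, for *Rgs5*. *Acta2* had an FPKM of 381, 838 and 959 in mural cell replicates 1, 2 and 3.

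**Figure D2:**
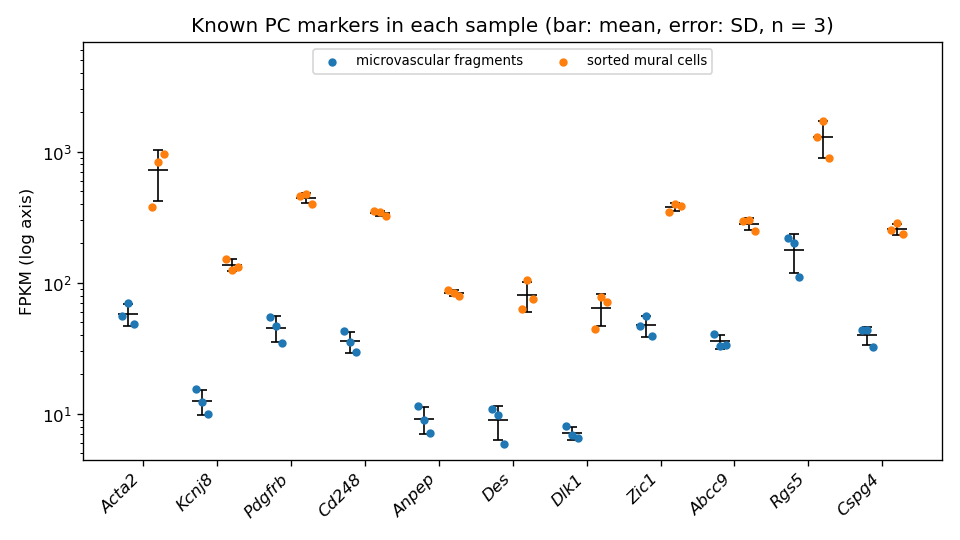
FPKM (log axis) of the 11 known PC markers in each of the 3 microvascular samples (blue) and 3 mural cell samples (orange), with the mean and SD in black. The groups do not overlap for any marker, and the *Acta2* values of mural cells run from 381 to 959.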

Based on the FPKM values (Fragments Per Kilobase Of Exon Per Million Fragments Mapped), these markers ranged in their expression from high (*Rgs5* FPKM >1000), to medium/low abundance (*Anpep, Des, Dlk1* FPKM < 100 (Table 1). 

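In the mural cell samples, the FPKM of *Rgs5* was 1302 ± 411 (SD, n = 3), with 1298, 1716 and 893 in replicates 1, 2 and 3. *Rgs5* ranked first in FPKM among the 952 enriched genes and 10th among all genes tested. *Anpep* had an FPKM of 83.8 ± 4.30 (SD, n = 3), *Des* of 81.0 ± 21.3 (SD, n = 3) and *Dlk1* of 64.8 ± 17.6 (SD, n = 3). The difference between *Anpep* and *Des* was smaller than the SD of *Des*. Of the enriched genes, 19.0% had a higher FPKM than *Anpep*, 19.5% than *Des* and 24.7% than *Dlk1*, and the median FPKM of the enriched genes was 27.7. For markers with a single annotated transcript, the number of fragments behind a value can be recovered. The *Kcnj8* values rest on 540, 185 and 207 fragments in the mural cell samples and on 140, 103 and 93 in the microvascular samples, and those of *Cspg4* on 1451 to 3496 and 1186 to 1547 fragments.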

When comparing the fold enrichment for the known PC markers between sorted cells and vascular fragments, we found that the average enrichment was approximately 9-fold (Table 1), suggesting that approximately one out of nine cells in the microvascular fragments represent PC or other mural cells.

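The mean of the 11 ratios was 9.06, with an SD of 1.67 between genes. The lowest ratio was 6.47 (*Cspg4*) and the highest 12.5 (*Acta2*), and the median was 9.08. Calculated for each mural cell sample against the mean of the fragments, the mean ratio was 8.27, 9.98 and 8.93 for replicates 1, 2 and 3. The mean log2(FPKM + 1) of the 11 genes was 7.83, 8.11 and 7.91 in mural cells and 5.07, 4.95 and 4.56 in fragments (exact two-sided permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). With paired samples, that is, when each mural cell sample was divided by the microvascular sample of the same replicate number (replicate block), the mean ratio was 7.18, 9.51 and 11.19 for the 3 pairs and 9.29 on average. The alternative that moved the mean most was quantile normalization, with 9.89. The inverse of the mean ratio is 11.0%. It equals the mural share of the fragments only if the sorted samples held no RNA of other cells. It is also a share of RNA and not of cells. In the sorted samples, 12 endothelial markers had a median level of 68.5% of that in the fragments, so the first condition may not hold. From this average, the paper proposes that approximately 1 of 9 cells in the fragments is a PC or another mural cell.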

### Identification of brain mural cell-enriched gene transcripts

We compared the RNA-seq results with the results from four previously published studies in which mural cell transcriptome data has been reported (Table 2). These studies include two microarray analyses of microvascular fragments isolated from PC-deficient mouse mutants, which identified 453 and 135 significantly down-regulated gene transcripts, respectively, in the PC-deficient states^9^,^39^. The down-regulated transcripts would be expected to include PC-enriched transcripts but also EC transcripts positively regulated by PC. A third study also used an indirect approach, in which EC isolated from Tie2-GFP transgenic mice were compared before and after panning using anti-PDGFRβ antibodies to remove contaminating PC^40^. This procedure revealed 175 genes as putatively brain PC-enriched and 1631 genes as brain EC-enriched. The fourth study, a single cell RNA-seq of brain tissue^41^, revealed 155 genes to be predominantly enriched in brain vascular mural cells. A comparison between the five studies (the present and previous four) is provided in Table 2. Mentioned gene lists are listed in Supplementary Table S1.

Since PC and EC are embedded within a common microvascular basement membrane (BM), these cells are difficult to separate and isolate without any reciprocal contamination. In order to subtract contaminating EC-specific transcripts from the 5 mural cell datasets (Table 2), we made use of the brain EC-enriched gene list (1631 genes) reported by Daneman *et al*.^40^. 

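Known EC genes were examined in the RNA-seq samples of the present study. *Pecam1* (ENSMUSG00000020717, chromosome 11 of NCBIM37, 106515531 to 106611942), which encodes the CD31 antigen used to isolate the fragments, had an FPKM of 234 ± 34.0 (SD, n = 3) in the sorted mural cells and 371 ± 6.74 (SD, n = 3) in the fragments. Its log2 fold change was -0.68 (standard error 0.13, adjusted p = 0.010 from limma), and its ratio of 0.63 did not pass the 2-fold limit. Among 12 EC marker genes chosen before the data were examined, none was enriched in mural cells and 1, *Ly6c1*, was more than 2-fold lower, with a ratio of 0.35. The median level of the 12 genes in the mural cell samples was 68.5% of that in the fragments, and the range was from 35.3% to 121%. *Cldn5* had an FPKM of 489 ± 94.3 (SD, n = 3) in mural cells and 602 ± 61.5 (SD, n = 3) in fragments, with overlapping samples (adjusted p = 0.229 from limma). By comparison, the 8 microglia markers examined in the same way had a median level of 8.36% of the fragments, and all 8 were more than 2-fold lower. Other lists did not share this decrease. The median level was 126.9% for astrocyte, 140.9% for oligodendrocyte progenitor, 60.9% for neuron and 103.8% for erythroid markers. In each of these lists 0 genes were called lower. The astrocyte markers were highest in mural cell replicate 3, and the neuron markers had low values. The paper removed EC genes from its list with a published EC-enriched gene list, which left 788 of the 856 genes.

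**Figure D3:**
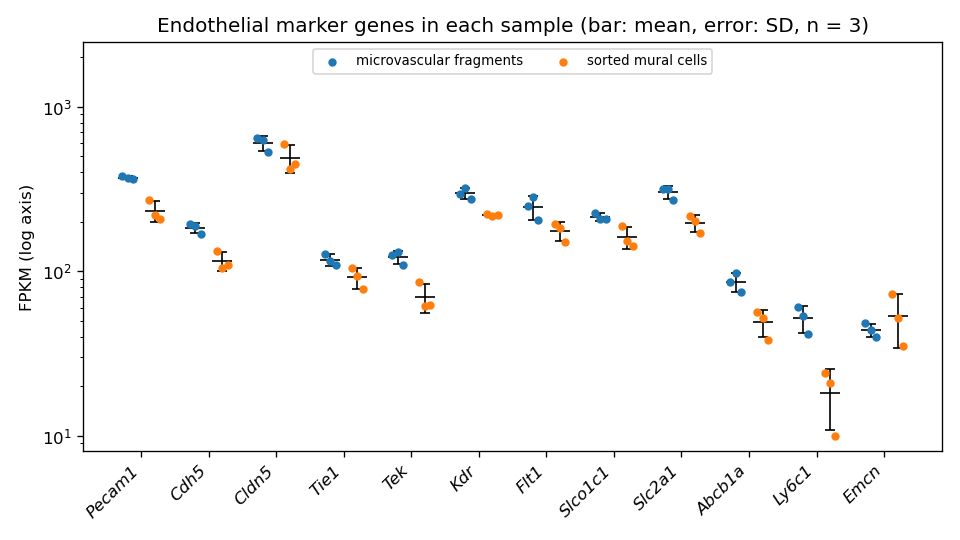
FPKM (log axis) of 12 endothelial marker genes in each of the 3 microvascular samples (blue) and 3 mural cell samples (orange), with the mean and SD in black. *Pecam1* lies at 234 in mural cells against 371 in fragments, and *Emcn* and *Cldn5* overlap between the groups.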

Using this approach, the degree of contamination of EC-enriched transcripts in the 5 datasets ranged from 6% to 27% (Table 2).

### Integration of five different datasets to reveal a brain mural cell transcriptome

A comparison between the results obtained from the five different approaches to identify brain mural cell-enriched transcripts is illustrated in a Venn diagram (Fig. 3). 

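Recounted from Supplementary Table S1, 920 of the 1180 genes were listed by 1 study only, 173 by 2 studies, 70 by 3, 14 by 4 and 3 by all 5 studies. The genes unique to a study were 195 of 354 for the *Pdgfb* ret/ret mutant, 70 of 99 for the *Pdgfb/Pdgfrb* mutants, 50 of 164 for vasculature versus endothelium, 69 of 142 for single cell RNA-seq and 536 of 788 for the present study. In the FPKM values of the present study, 157 of the 318 tested genes listed for the *Pdgfb* ret/ret mutant were enriched (49.4%, limma, adjusted p under 0.05 and ratio above 2). The share was 30.1% of 93 genes for the *Pdgfb/Pdgfrb* mutants, 70.7% of 157 for vasculature versus endothelium and 64.4% of 118 for single cell RNA-seq. For the present study it was 733 of 781 genes (93.9%), a list that was itself selected on enrichment in the same samples. Of the 392 genes listed only by the 4 other studies, 350 were matched to a gene identifier and 322 were tested. Their median ratio between mural cells and fragments was 1.02. Of them, 14 (4.3%) were enriched and 29 were more than 2-fold lower in mural cells. These genes had not passed the paper's test on the same samples, so that a low share follows from how they were chosen. By study, 7 of 167 such genes were enriched for the *Pdgfb* ret/ret mutant, 1 of 66 for the *Pdgfb/Pdgfrb* mutants, 3 of 48 for vasculature versus endothelium and 5 of 47 for single cell RNA-seq. The number of genes enriched among those of the other studies ranged from 6 at an adjusted p under 0.01 to 21 under quantile normalization.

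**Figure D4:**
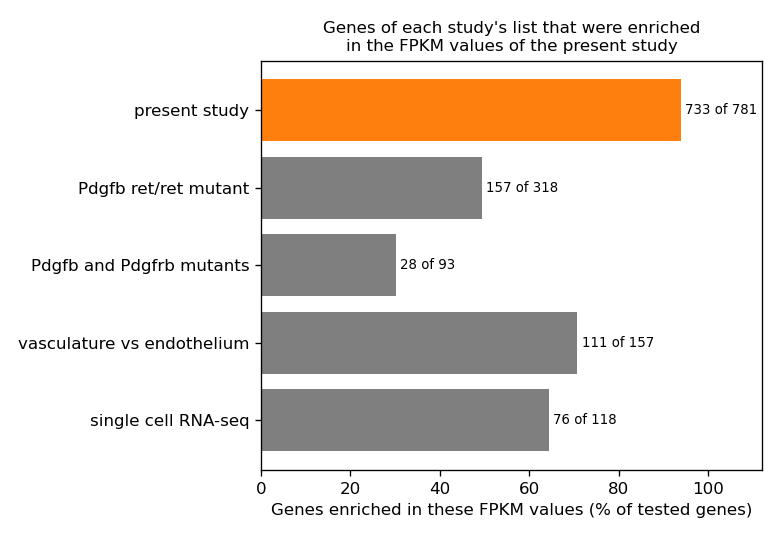
Share of tested genes that were enriched in mural cells in the FPKM values of the present study, for the list of the present study (orange), which was selected on these samples, and the full list of each of the 4 other studies (grey). The numbers beside the bars are enriched and tested genes, from 28 of 93 for the *Pdgfb/Pdgfrb* mutants to 733 of 781 for the present study.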

A surprisingly limited overlap was noticed, and, moreover, each approach identified a substantial number of mural cell-enriched genes not supported by the other datasets. 

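Supplementary Table S1 marks 3 genes for all 5 studies, and all 3 were enriched in the FPKM values. *Myl9* (ENSMUSG00000067818, chromosome 2 of NCBIM37, 156601156 to 156607394) had a ratio of 10.2 and a log2 fold change of 3.30 (standard error 0.25, adjusted p = 1.9e-04 from limma). *Mylk* (ENSMUSG00000022836, chromosome 16, 34745296 to 35002520) had a ratio of 7.05 and a log2 fold change of 2.78 (standard error 0.19, adjusted p = 1.6e-04). *Slc19a1* (ENSMUSG00000001436, chromosome 10, 76494986 to 76523747) had a ratio of 5.47 and a log2 fold change of 2.41 (standard error 0.24, adjusted p = 5.3e-04). For each gene, every mural cell sample was above every microvascular sample. *Myl9* was lowest in mural cell replicate 1, with an FPKM of 418 against 708 and 729 in replicates 2 and 3.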

Only three transcripts (myosin light polypeptide 9 regulatory (*Myl9*), myosin light polypeptide kinase (*Mylk*), solute carrier family 19 member 1 (*Slc19a1*) were commonly identified by the five studies. Of these three genes, *Mylk* and *Myl9* are involved in the signaling pathways regulating VSMC contraction, and they are usually co-regulated in tissue transcript profiling experiments, as exemplified in cancer^44^. Brain single cell RNA sequencing showed that *Mylk* and *Myl9* are both abundantly expressed in VSMC^41^. *Slc19a1* is a folate transporter, and while it is supposed to be broadly expressed (with high levels in e.g. liver and lung)^45^, its role in brain mural cells has not been explored previously to our knowledge. Interestingly, the common identification of *Myl9, Mylk* and *Slc19a1* in the five studies could not be explained by high mRNA abundance, which ranged between FPKM≈600 (*Myl9*) to FPKM≈100 (*Slc19a1*).

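The mean FPKM in mural cells was 618 ± 174 (SD, n = 3) for *Myl9*, 195 ± 30.3 (SD, n = 3) for *Mylk* and 104 ± 21.7 (SD, n = 3) for *Slc19a1*, so that the differences between the 3 genes exceeded the spread between replicates. In fragments the FPKM was 60.6 ± 11.2, 27.6 ± 5.97 and 19.0 ± 5.84 (SD, n = 3 each). Among the 952 enriched genes, *Myl9* ranked 8th by FPKM, *Mylk* 58th and *Slc19a1* 143rd, and 14.9% of the enriched genes had a higher FPKM than *Slc19a1*. Among the 258 catalogue genes matched to an identifier, the 3 genes ranked 6th, 30th and 68th.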

In total, 1180 different genes were identified as enriched in mural cells by at least one study. For our further analyses, we focused on genes that were identified by at least two studies, hence those that could be regarded as cross-validated and, therefore, relatively reliable. 

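Of the 1180 genes in Supplementary Table S1, 260 are marked for at least 2 studies, and these are the 260 genes of Supplementary Table S2. The present study is one of the studies marking 252 of them. In the deposited FPKM values, 258 of the 260 genes were matched to a tested gene and 252 of these were enriched in mural cells (limma, adjusted p under 0.05 and ratio above 2), with a median ratio of 5.80. With the replicate number as a block (paired analysis), the number was 251. The median ratio was 2.37 for genes listed by 1 study, 4.84 for those listed by 2, 7.03 for those listed by 3, 7.08 for those listed by 4 and 7.05 for those listed by 5 studies. The present study is counted among these studies, and its list was selected on this ratio in the same samples.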

By this criterion, 260 genes were selected to be included into a brain mural cell-enriched gene catalogue (Supplementary Table S2).

These 260 genes include all known PC markers, including *Pdgfrb, Cspg4, Abcc9, Kcnj8, Rgs5, Notch3, Zic1, Dlk1, Cd248, Des, Acta2 and Anpep*. 

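Of the 12 markers named, 11 are listed in Supplementary Table S2 and are marked for 2 to 4 studies in Supplementary Table S1. *Kcnj8*, *Abcc9*, *Rgs5* and *Cspg4* are marked for 4 studies, *Pdgfrb*, *Zic1* and *Notch3* for 3, and *Acta2*, *Cd248*, *Des* and *Dlk1* for 2. *Anpep* is marked in Supplementary Table S1 for 1 study, the present one, and is not listed in Supplementary Table S2. In the FPKM values all 12 were enriched. *Anpep* had an FPKM of 83.8 ± 4.30 (SD, n = 3) in mural cells and 9.19 ± 2.12 (SD, n = 3) in fragments (ratio 9.12, adjusted p = 9.3e-05 from limma). *Notch3*, which is not in Table 1, had an FPKM of 236 ± 36.5 (SD, n = 3) and 25.7 ± 3.34 (SD, n = 3), with a ratio of 9.21 (adjusted p = 8.1e-05).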

We therefore conclude that this catalogue is valuable resource for the further identification of mural cell markers, and genes that are functionally important for the biology of brain vascular mural cells, including PC.

In order to visualize the results from different studies and their comparisons, we created a website in which the brain mural cell transcriptome can be explored (http://betsholtzlab.org/brainMural/genes.html).

### Novel brain mural cell markers verified by *in situ* hybridization

Although we argue that the full 260-gene catalogue provides a conservative and reliable source of marker transcripts that distinguish mural cells including PC from EC in the brain, we chose two novel candidate markers for brain PC for validation by fluorescent *in situ* hybridization (ISH): Vitronectin (*Vtn*) and interferon induced transmembrane protein 1 (*Ifitm1*). These were selected based on their specificity for mural cells and mRNA abundance in the RNA-seq dataset from the present study. 

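*Vtn* (ENSMUSG00000017344) lies on chromosome 11 of NCBIM37 from 78312593 to 78315826, and *Ifitm1* (ENSMUSG00000025491) on chromosome 7 from 148153120 to 148155724. The ratio of mean FPKM between sorted cells and fragments was 9.31 for *Vtn*, with a log2 fold change of 3.22 (standard error 0.22, adjusted p = 1.5e-04 from limma). For *Ifitm1* the ratio was 5.71, with a log2 fold change of 2.31 (standard error 0.30, adjusted p = 0.002). With the replicate number as a block in the model (paired analysis), the adjusted p was 4.7e-04 for *Vtn* and 0.004 for *Ifitm1*. For both genes the lowest mural cell sample was above the highest microvascular sample. When each sample was left out in turn, the ratio ranged from 8.14 to 10.33 for *Vtn* and from 4.94 to 6.93 for *Ifitm1*. On the log2(FPKM + 1) scale the fold change of *Ifitm1* was 4.97. The paper states that both genes were selected for ISH by their specificity for mural cells and their mRNA abundance.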

Both showed strong specificity; >9 fold enrichment for *Vtn* and >5 fold enrichment for *Ifitm1* in the FACS sorted *Pdgfrb-eGFP/NG2-DsRed* double positive cells compared with microvascular fragments. However, their abundance differed markedly; *Vtn* FPKM = 885; *Ifitm1* FPKM = 49. Accordingly, ISH detected *Vtn* mRNA at high abundance in PC surrounding capillaries, with mRNA detectable both in the cell body and PC processes (Fig. 4A, arrowhead). 

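The FPKM of *Vtn* in mural cells was 885 ± 150 (SD, n = 3), with 1000, 939 and 715 in replicates 1, 2 and 3, against 95.1 ± 24.1 (SD, n = 3) in fragments. The FPKM of *Ifitm1* was 49.3 ± 18.5 (SD, n = 3), with 57.0, 62.7 and 28.3 in the 3 replicates, against 8.64 ± 1.27 (SD, n = 3) in fragments. The lowest *Vtn* sample in mural cells was above the highest *Ifitm1* sample. *Vtn* ranked 4th by FPKM among the 952 enriched genes and *Ifitm1* 317th.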

In these experiments the PC identity of single cells was determined by co-labeling for *Pdgfrb* (positive) and *CD31/Pecam1* (negative) mRNA. A specific *Vtn* signal was also detected in mural cells surrounding blood vessels with a wider diameter (arterioles or veins) but the signal in these cells was lower than in capillary PC (Fig. 4A, arrow). Immunohistochemical staining of brain slices using anti-VTN antibodies confirmed the ISH result (Fig. 4C), in that it co-localized with PC cell bodies and cellular processes. In accordance with the lower FPKM for *Vtn* in the RNA-seq analysis, *Ifitm1* ISH displayed a weak but specific signal in PC (Fig. 4B).

### Subcellular location of the brain mural cell-enriched genes

We mapped the 260 brain mural cell-enriched genes into their cellular locations using the CellWhere database^46^ (Table 3). This classification showed that 49 genes (19%) encode extracellular proteins, 98 genes (38%) encode membrane proteins, 67 genes (25%) encode cytoplasmic proteins, 30 genes (12%) encode nuclear proteins and 16 genes (6%) encode proteins with unclear/ambiguous cellular location. The proportion of the genes that encode extracellular and plasma membrane proteins is statistically significantly higher (Hypergeometric test) in the 260 mural cell-enriched (2–3 fold) than in any randomly selected gene list.

### Enriched pathway and interaction networks among the pericyte-enriched gene catalogue

We further mapped the brain mural cell enriched gene catalogue of 260 genes to the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways and identified a number of pathways that were significantly enriched (Table 4). Whereas most of these appear to reflect functions related to cell contraction and adhesion, perhaps expected from any mural cell population, the pathway *Neuroactive ligand-receptor interaction* may reflect some specific properties of brain mural cells and their role in the neurovascular unit. Transcriptional profiling of mural cells isolated from other organs than brain may shed light on this issue.

The Human Protein Reference Database (HPRD; www.hprd.org) contains manually curated protein–protein interaction data from published literature. To obtain information on protein-protein interactions within the 260-list, we mapped the corresponding human orthologues and extracted their protein-protein interaction information. This revealed over 20 interaction pairs and several interaction groups (Fig. 5). Among these, some proteins belong to the same family, such as GUCY1A2 (guanylate cyclase 1, soluble, alpha 2) and GUCY1B3 (guanylate cyclase 1, soluble, beta 3), or form ligand-receptor pairs, such as IGF2 (insulin-like growth factor 2) and IGF2R (insulin-like growth factor 2 receptor). 

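The genes of these proteins entered the network through their place in the catalogue, which rests in part on enrichment in the mural cell samples. *Igf2* had an FPKM of 309 ± 47.4 (SD, n = 3) in mural cells and 84.3 ± 13.4 (SD, n = 3) in fragments, a ratio of 3.66 (adjusted p = 3.7e-04 from limma). Its receptor gene *Igf2r* had an FPKM of 83.2 ± 9.95 (SD, n = 3) and 34.7 ± 1.83 (SD, n = 3), a ratio of 2.40 (adjusted p = 7.1e-04). The other genes of the interaction groups that the text discusses were also enriched, *Slc9a3r1* with a ratio of 2.73 (adjusted p = 0.001), *Slco3a1* with 3.11 (adjusted p = 0.002) and *Pth1r* with 8.08 (adjusted p = 3.0e-04). No mural cell sample overlapped with the microvascular samples for any of these 5 genes.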

Additionally, proteins with known functional connections were detected, such as KCNJ8 and ABCC9.

For soluble guanylate cyclases (GC), alpha and beta subunits interact to form the active enzyme. GC play a key cardiovascular role as targets of nitric oxide (NO), catalyzing the production of the intracellular signaling molecule cyclic guanosine monophosphate (cGMP)^47^. Homozygous *Gucy1b3* null mice die soon after birth, displaying gastrointestinal obstruction and hypertension phenotypes^48^. Soluble GC have been demonstrated in rat skeletal muscle PC^49^, but its enriched expression in brain PC have not been reported previously. It is possible that GUCY has a role in regulation of brain vessel diameter. However, glutamate evoked capillary dilation mediated by PC requires nitric oxide but is independent of GC^11^.

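In the RNA-seq samples, the 3 soluble GC subunit genes that the catalogue holds were all enriched in mural cells. *Gucy1a3* and *Gucy1b3* both lie on chromosome 3 of NCBIM37, from 81896350 to 81949799 and from 81835926 to 81878633. The FPKM of *Gucy1a3* was 173 ± 32.1 (SD, n = 3) in mural cells and 20.2 ± 2.67 (SD, n = 3) in fragments, a ratio of 8.54 (adjusted p = 8.5e-05 from limma). The FPKM of *Gucy1b3* was 133 ± 34.0 (SD, n = 3) and 15.4 ± 3.90 (SD, n = 3), a ratio of 8.63 (adjusted p = 2.4e-04). In each mural cell sample *Gucy1a3* exceeded *Gucy1b3*, with 158 against 117, 210 against 172 and 151 against 110. *Gucy1a2*, on chromosome 9 from 3532354 to 3897342, had a lower FPKM of 28.5 ± 2.62 (SD, n = 3) in mural cells and 5.72 ± 1.71 (SD, n = 3) in fragments, a ratio of 4.99 (adjusted p = 6.6e-04).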

SLC9A3R1 (solute carrier family 9, isoform A3, regulatory factor 1, also known as EBP50, NHERF) is a Na(+)/H(+) exchanger regulatory factor. SLC9A3R1 binds PDGFRβ and potentiates its activity *in vitro*^50^. SLC9A3R1 interacts with SLCO3A1 (solute carrier family 21 member 11, namely OATP-D) through its PDZ domain^51^ and binds to PTH1R (parathyroid hormone 1 receptor)^52^. The physiological relevance of these interactions is unclear, but may engage in signaling and molecular trafficking between PC and neighboring cells. Importantly, their functional roles in PC *in vivo* await further investigation.

KCNJ8 and ABCC9 jointly form an ATP/ADP-binding potassium channel^53^. We previously identified these two genes as brain PC markers in mouse^39^. Recently, mutations in any of the two genes were linked to Cantú Syndrome^54^,^55^, a genetic disease that manifests with multiple phenotypic abnormalities, including excess of hair growth, skeletal abnormalities and various cardiovascular problems^56^. The specific expression of KCNJ8 and ABCC9 in vascular mural cells, in particular brain PC, may suggest a role for these cells in the pathogenesis of Cantú Syndrome.

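*Kcnj8* (ENSMUSG00000030247) and *Abcc9* (ENSMUSG00000030249) both lie on chromosome 6 of NCBIM37, from 142513459 to 142519876 and from 142536382 to 142650794, both on the minus strand. In the sorted mural cells the FPKM was 137 ± 14.5 (SD, n = 3) for *Kcnj8* and 282 ± 28.4 (SD, n = 3) for *Abcc9*, against 12.6 ± 2.69 (SD, n = 3) and 35.7 ± 4.46 (SD, n = 3) in the microvascular fragments. The log2 fold changes were 3.36 (standard error 0.17, adjusted p = 8.4e-05 from limma) and 2.95 (standard error 0.13, adjusted p = 7.2e-05). Since the fragments contain mural cells as well, the values in fragments are not a measure of expression in other cell types.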

## Discussion

While vascular mural cells are undoubtedly heterogeneous, ranging from typical VSMC to typical PC, the definition of PC remains ambiguous. Several functions have been tied to PC, including regulation of developmental blood vessel stabilization^4^,^5^, blood flow^11^, vascular barrier formation and integrity^9^,^10^ and leukocyte trafficking^57^,^58^. PC have also been assigned a stem cells function in tissue repair and fibrosis^59^,^60^,^61^,^62^,^63^,^64^,^65^. Usually, these functions have been studied in single or few organs, and it is unclear whether they are general properties of PC. It is also not resolved whether PC constitute a homogenous cell population within each organ, or if there are subtypes with different functions. The latter has been suggested in the context of spinal cord injury^66^. Moreover, the identity of the type of mural cells that regulate blood-flow in the CNS remains debated^67^,^68^. Mural cells have several developmental origins^2^, but whether this translates into molecular or functional differences is not known.

Only a handful of PC markers are known, all of which are dynamic in their expression, and none of them is specific to PC. Adding further to the difficulties, anatomical location and morphological hallmarks are ambiguous criteria for PC identification, since several other cell types are tightly apposed to EC. The original defining characteristic of PC was that they are embedded within the microvascular BM. While this definition is still applied, it is problematic. Transmission electron microscopy (TEM) is usually required to reveal the BM-embedded nature of PC, but TEM is unsuited for quantitative or high throughput studies or in situations where the BM is immature or abnormal. A seemingly vascular BM-embedded cell might be sandwiched between neighboring vascular and non-vascular BMs. This may be the case for cells located within the Virshow-Robin space. For practical reasons, current PC identification therefore relies on a combination of morphological criteria and marker expression^2^. Commonly used markers include *Pdgfrb*^4^, *Cspg4* (NG2)^69^, *Des* (desmin)^5^ and *Anpep* (CD13)^2^, but several other markers have also been described, including *Rgs5*^70^, *Abcc9 (Sur2*)^39^, *Kcnj8 (Kir6.1*)^39^, *Dlk1*^39^, and *Acta2*^71^.

Here, we applied a double transgenic reporter approach in order to isolate and characterize the transcriptome of brain vascular mural cells. PDGFRβ and NG2 are both commonly used markers for the identification of PC by immunohistochemistry, and *NG2-DsRed* mice have previously been used to image PC^42^. As mentioned before, neither PDGFRβ nor NG2 are specific for vascular mural cells; PDGFRβ is also expressed by fibroblasts that are located in meninges and around larger blood vessels in the CNS^72^. We found *Pdgfrb-eGFP* expressed in neuronal cells in periventricular areas and *Cspg4*/NG2 by OPCs as expected, in addition to mural cells. Thus, the use of any single marker for FACS results in substantial heterogeneity, however, the double reporter was specific for mural cells. PC were uniformly strongly double positive for *Pdgfrb-eGFP* and *NG2-DsRed,* whereas VSMC labeling was heterogenous, with a proportion of the cells expressing little to no levels of *NG2-DsRed.* It is therefore possible that certain subtypes or sub-phenotypes of VSMC are not represented in our dataset. The double labeling approach for specific PC identification in brain was recently demonstrated using *Pdgfrb-Cre* and *NG2-Cre*-mediated reporter activation^73^, which provided a view of brain PC morphology and distribution that matches our data using *Pdgfrb-eGFP;NG2-DsRed* mice.

Previous studies have reported on mouse mural cell transcriptomes *in vivo*, each utilizing different approaches to achieve cell type specificity and different transcriptional profiling approaches^9^,^39^,^40^,^41^. This work includes two of our previously published microarray studies on mouse mutants (*Pdgfb*^−/−^, *Pdgfrb*^−/−^, *Pdgfb*^*ret/ret*^ and others) that genetically lack or have severely reduced PC numbers^9^,^39^, in which down-regulated transcripts in brain microvessels were considered candidate PC markers. A similar indirect approach was taken using brain EC isolates depleted from contaminating PC using anti-PDGFRβ antibodies^40^. A recent study provided preliminary insight into the mouse brain mural cell transcriptome through single cell RNA-seq^41^. It is reasonable to consider that each of these studies have their own advantages and limitations, especially with regard to contaminating cell types, but also considering the profiling methodology and depth of analysis. As listed in Table 2, potential PC-enriched genes were identified as down-regulated genes in the PC-deficient mice^9^,^39^. Expectedly, these two gene lists also include EC genes that are down-regulated secondary to PC deficiency, which likely explains a higher percentage of EC gene contaminations (22–27%) in those studies as compared with the other two studies (6–8%)^40^,^41^. For most of these studies it is important to consider that the data does not differentiate between PC and VSMC. The exception is the single cell RNA-seq study^41^, which provides preliminary insight into differences between PC and VSMC. However, due to the limitation in the number of presumptive VSMC (n=62) and PC (n=21) identified, the available sequence information is incomplete and noisy, duplicated word.

When comparing the results from all five mentioned studies^9^,^39^,^40^,^41^, a surprisingly limited overlap among mural cell-specific genes was observed. This may be explained by different development stages, physiological and pathological conditions (Table 2) and platform bias. We propose, however, that genes identified by at least two approaches (260 genes) should be considered a conservative list of mural cell enriched transcripts. This list includes all known markers for PC but also a large number of genes that have not been previously linked to mural cell biology. The reader should also be aware that some mural cell-specific genes, which are only expressed at certain time points, might be missed in this list. *In silico* analysis of functional annotations and protein interaction networks pinpointed several significantly enriched pathways and protein interaction groups. To further validate the mural cell-enrichment, we selected two genes, *Vtn* and *Ifitm1*, for ISH validation. Despite different gene expression levels, both genes were shown to display a distinctly mural cell-specific pattern, with the majority in PC, although expression was detectable also in the VSMC of larger vessels. From the previously published single cell RNA-seq data (Figure S10)^41^, these two genes also showed higher expression in PC compared with other vascular cells. The functional roles of *Vtn* and Ifitm1 in PC await further analysis.

In conclusion, our analysis provides the most comprehensive, yet conservative, catalogue of mouse brain mural cell-enriched gene transcripts available to-date. It sheds new light on the molecular composition of the brain mural cells, including PC, and their molecular signaling pathways and interaction networks. Our analysis suggests numerous new PC markers, of which two were validated by ISH and/or IHC, and provides a rich source for new hypotheses to be tested about PC biology in health and disease.

## Materials and Methods

### Animals and animal experiments

The following wild type and transgenic animals of either sex were used: C57BL6/J, *NG2-DsRed* mice^42^, *Pdgfrb-eGFP* mice (Gensat.org. Line name: Tg(*Pdgfrb-eGFP*)JN169Gsat/Mmucd). Animal experiment protocols were approved by the Stockholm North Ethical Committee on Animal Research (Permit number N16/12), the Uppsala Ethical Committee on Animal Research (Permit number: C224/12 and C225/12), and by the Cantonal Veterinary Office Zurich, Switzerland (ZH196/2014). All animal experiments were carried out in accordance with their guidelines.

### Antibodies and immunohistochemistry

Mice under full anesthesia were euthanized by transcardial perfusion with Hanks buffered salt solution (HBSS, cat. # 14025092, GIBCO) containing 5 U/ml heparin followed by 4% paraformaldehyde in phosphate buffered saline (PBS). Tissues were removed and postfixed in 4% paraformaldehyde for 4 hours at 4 °C. Immunohistochemistry was carried out on vibratome brain coronal sections (30 or 50 μm) or on whole isolated retinas, as described^9^. Briefly, tissues were blocked and permeabilized in PBS containing 1% bovine serum albumin and 0.5% TritonX-100 in PBS overnight at 4 °C. Tissues were then incubated in primary antibody solution, washed, and subsequently incubated in secondary antibody solution. Each step was carried out overnight at 4 °C. Sections were mounted in Prolong Gold Antifade reagent with DAPI (cat. # P36931; Invitrogen). The following primary antibodies were used: mouse anti-human α-smooth muscle actin (Cy3 conjugated - cat. # C6198, FITC conjugated - cat. # F3777, Sigma Aldrich); rat anti-mouse CD31 (cat. # 553370, BD PharMingen); goat anti-CD13 (cat. # AF2335, R&D Systems); rabbit anti-vitronectin (cat. # GWB-794F8F, GenWay); rat anti-mouse PDGFRβ (cat. # 14-1402, eBioscience). The fluorescently labelled secondary antibodies made in donkey or goat were purchased from Jackson ImmunoResearch.

### Microvascular isolation

After cervical dislocation, the brains of three *Pdgfrb-eGFP/NG2-DsRed* mice at postnatal day 6 (P6) were dissected out and divided into two sagittal halves, of which one was processed for microvascular isolation and the other half was processed for FACS analysis (see further). The tissue was chopped into small pieces with scissors, and incubated with 0.5 mg/ml of collagenase 2 (Sigma, C6885) in Dulbecco’s Modified Eagle’s Medium (DMEM, Life Technologies) for 10 minutes at 37 °C. Afterwards, the suspension was neutralized with an equal amount of DMEM with 20% fetal bovine serum (FBS, Life technologies) to block collagenase activity. The digested tissue was then filtered over a 70 μm mesh (BD Biosciences) to remove large undigested tissue pieces. After centrifugation, the pellet was resuspended in DMEM with 0.5 mg/ml heparin (Sigma) to prevent coagulation. The cell suspension was incubated with sheep anti-rat magnetic Dynabeads (Life technologies) bound to rat anti-mouse CD31 antibody (BD Pharmingen) for 30 minutes at room temperature to allow coating of microvascular fragments with beads. Afterwards, the microvascular fragments were separated from the rest of the tissue suspension with a DynaMag-2 magnet (Life technologies) and washed three times with DMEM containing 0.5 mg/ml of heparin. Finally, the microvascular fragments were lysed in RLT buffer and RNA was extracted with the Qiagen RNeasy micro prep kit according to the manufacturers protocol (Qiagen).

### FACS

From a sagittal half of the brain, a single-cell suspension was obtained for FACS analysis in the following way. The tissue was minced with scissors and incubated with DMEM containing 1 mg/ml of collagenase 2 at 37 °C for 5 minutes with vigorous shaking. The suspension was then mechanically dissociated by pipetting up and down 10 times with a p1000 pipette, followed by another incubation for 5 minutes at 37 °C. Afterwards, the collagenase 2 was neutralized in the suspension by addition of an equal volume of DMEM with 20% FBS. The cells were filtered over a 70 μm mesh and centrifuged to obtain a pellet, which was resuspended in DMEM containing 2% FBS. Cells positive for eGFP and DsRed were obtained by FACS using a BD FACSAria III (100 μm nozzle size, 20 psi sheet pressure, 488 nm and 561 nm excitation lasers for eGFP and DsRed, respectively) at the BioVis core facility at the Department of Immunology, Genetics and Pathology (IGP), Uppsala University. Cells were sorted straight into RLT lysis buffer and RNA was extracted with the Qiagen RNeasy micro prep kit according to the manufacturers protocol (Qiagen). The scatter plots were generated using FlowJo v10.0.8r1 (FlowJo, LCC) to illustrate the intensity of eGFP and DsRed channel of analyzed cells.

### RNA-seq library construction

RNA integrity and concentration of the FACS sorted cells and the isolated microvasculature was checked with the Agilent RNA 6000 pico kit and the Agilent 2100 Bioanalyzer (Agilent Biotechnologies). For conversion of the RNA to a cDNA library for Illumina sequencing, the SMARTer^®^ Stranded Total RNA Sample Prep Kit - Low Input Mammalian kit from Clontech was used according to the manufacturer’s protocol. The total RNA was depleted from rRNA and tRNA’s with the RiboGone- Mammalian kit (Clontech) prior to library construction. The samples were sequenced on an Illumina HiSeq 2500 sequencer at the SNP&SEQ sequencing facility (Science for Life laboratory (SciLifeLab), Uppsala sequencing node).

### *In situ* RNA hybridization

*In situ* RNA hybridization was performed using RNAscope technology (Advanced Cell Diagnostics) following the manufacturer’s protocol with minor modifications. Briefly, fresh-frozen brains were cut into 16 μm sagittal sections and mounted on SuperFrost Plus glass slides. After dehydration, slides were subjected to RNAscope Multiplex Fluorescent Assay. First, slides were incubated in Pretreat 4 for 20 min at RT. After that, RNAscope probes were hybridized for 2 h at 40 °C and the remainder of the assay protocol was implemented. The fluorescent signal emanating from RNA probes was visualized and captured using a Leica TCS SP8 confocal microscope (Leica Microsystems). All *in situ* hybridization images presented are 2D maximum intensity projections of ~3 μm z-stacks. According to the Advanced Cell Diagnostics, each mRNA molecule hybridized to a probe appears as a separate small fluorescent dot.

### RNA-seq data analysis

The sequencing libraries for three microvascular samples and three FACS sorted cells were pooled after indexing and ran on a single lane (paired-end sequencing, 125 bp reads, high-output mode). In each sample, over 25 million pair-end reads were sequenced. 

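The value of 1 fragment in the deposited FPKM was recovered from 3407 genes with a single annotated transcript longer than 2000 bases. In each library the product of FPKM and transcript length, less an offset of 190 bases, fell on whole multiples of a constant. This held for 97.7 to 98.4% of the low values used, and the constant is the value of 1 fragment per kilobase. The constant was 0.220, 0.237 and 0.216 FPKM in microvascular libraries 1, 2 and 3, and 0.566, 1.35 and 1.27 FPKM in mural cell libraries 1, 2 and 3. The median constant of the mural cell libraries was 5.79 times that of the microvascular libraries. On the 13569 genes with a single transcript, the fragments summed to 779023, 709691 and 776417 in the microvascular libraries and 310608, 136523 and 139261 in the mural cell libraries. The constant gives the scale of the FPKM values and not the total number of fragments of a library. For a transcript of 2 kb, the level given by 3 fragments was between 0.36 and 0.39 FPKM in the microvascular libraries and 0.94, 2.23 and 2.11 FPKM in the mural cell libraries. Floors of this kind cover counting error only. The number of genes with an FPKM above 0 was 19338, 18677 and 18910 in the microvascular libraries and 16114, 14324 and 14764 in the mural cell libraries. A transcript listed at 0 in mural cells was not detected at this depth, which is not the same as absent.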

The reads were aligned to the Ensembl mouse gene assembly (NCBIM37) using Tophat2 software (version 2.0.4)^74^. The duplicated reads were removed using the picard tool (version 1.92, http://broadinstitute.github.io/picard/). To identify the genes significantly enriched in the PC samples as compared with microvascular samples, statistical tests were performed using the Cufflinks tool (version 2.2.1)^75^.

### Meta-analysis of mural cell-enriched genes

The potential mural cell-enriched genes were collected from four published studies, and also included the results from our current RNA-seq study on FACS sorted brain mural cells.

From our previously published Affymetrix microarray study using *pdgfb*^ret/ret^ mutant mice (NCBI GEO accession number GSE15892), the four *pdgfb*^ret/ret^ brain vascular samples were compared with controls. The raw array data were normalized using Bioconductor (www.bioconductor.org) GCRMA package (version 2.32.0) and the probe sets which had signals defined as present in at least half of the arrays were selected for further analysis. Significance Analysis of Microarrays (SAM) method (Bioconductor Siggenes package, version 1.34.0) was applied to identify the significantly differentially expressed genes. The affymetrix probe sets were mapped to the NCBI Entrez Gene using the Biocondcutor annotation package (mouse4302.db, version 2.9.0). From the analysis, 453 genes which are more than two fold down-regulated in the *pdgfb*^ret/ret^ as compared with controls were identified (False Discovery Rate <0.05).

As described previously^39^, 142 mouse UniGene Clusters were reported as more than two fold down-regulated in both *Pdgfb* and *Pdgfrb* mutant brain microvessels, compared with controls. They were mapped to 135 NCBI Entrez Genes and were used in the comparisons.

From the BBB transcriptome data performed by Daneman *et al*.^40^, two lists of brain PC and brain endothelial-enriched genes were reported. The affymetrix probe sets were mapped to the NCBI Entrez Gene using the Biocondcutor annotation package (mouse4302.db, version 2.9.0). In total, there are 175 brain PC-enriched genes and 1631 brain endothelial-enriched genes.

In the recently published brain single cell RNA-seq analysis, 155 genes were reported to be enriched in the brain mural cells. They were mapped to the NCBI Entrez Gene using gene symbol.

To compare the five data sets and visualize the result, we used the R code which we posted in the bioconductor community previously (https://support.bioconductor.org/p/19693/).

### Pathway analysis

Pathway analysis was performed using KEGGprofile package (version 1.2.0) in R software (www.r-project.org). It carries out Hypergenometic tests to identify the KEGG pathways that are over-represented among the 260 identified mural cell-enriched genes, and p < 0.01 was considered statistically significant and pathways with at least nine mural cell-enriched genes were selected.

## Additional Information

**Accession codes**: Our RNA-seq data have been deposited in NCBIs Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) with accession number GSE75668.

**How to cite this article**: He, L. *et al*. Analysis of the brain mural cell transcriptome. *Sci. Rep.* **6**, 35108; doi: 10.1038/srep35108 (2016).

## Supplementary Material

Supplementary Information

Supplementary Dataset 1

Supplementary Dataset 2

## Figures and Tables

**Figure 1:**
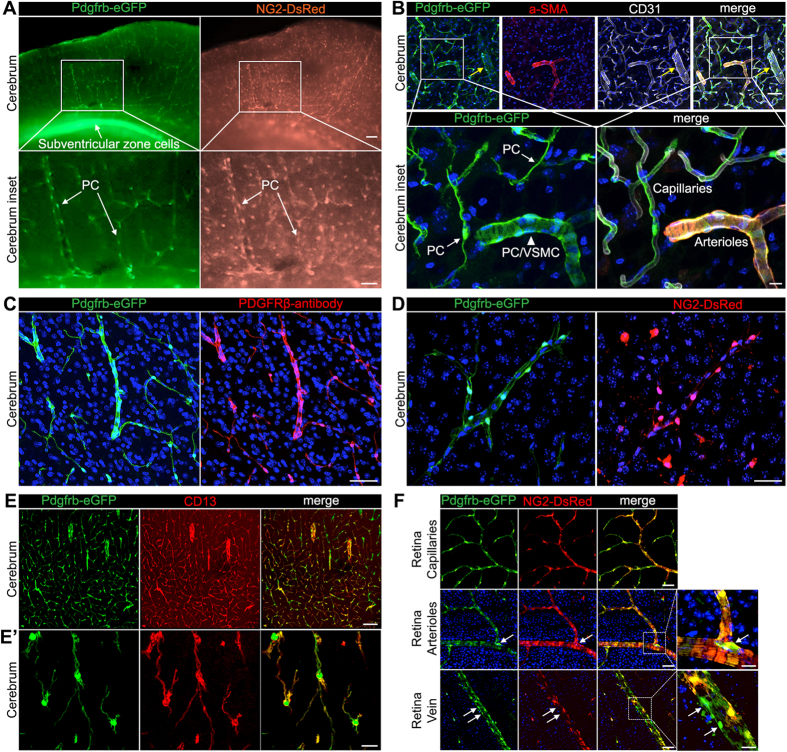
Specific labeling of central nervous mural cells in *Pdgfrb-eGFP/NG2-DsRed* mice. (**A**) Expression pattern of *Pdgfrb-eGFP* and *NG2-DsRed* in cerebrum of *Pdgfrb-eGFP/NG2-DsRed* mice. In the lower panels, cells lining capillaries and with concurrent expression of both signals are pericytes (PC). The scale bars in the top and lower panels are 100 μm and 50 μm, respectively. (**B**) *Pdgfrb-eGFP* positive cells line blood vessels visualized by CD31 staining (in white) in the cerebrum of *Pdgfrb-eGFP* mice. Some of eGFP expressing cells express also alpha-smooth muscle actin (α-SMA, in red). The white arrows and arrowhead in insert point to the PC in the capillaries and PC/VSMC in the arteriole, respectively. Yellow arrows point to the vein covered by eGFP positive cells. The scale bars in top and lower panels are 50 μm and 10 μm, respectively. (**C**) *Pdgfrb-eGFP* positive cells in the cerebral cortex of *Pdgfrb-eGFP* mouse are expressing PDGFRβ (in red). The scale bar is 50 μm. (**D**) *Pdgfrb-eGFP* and *NG2-DsRed* expression in cerebral capillaries of *Pdgfrb-eGFP/NG2-DsRed* mice. The *Pdgfrb-eGFP*-positive cells surrounding capillaries are also positive for NG2-DsRed. The scale bar is 30 μm. (**E**) *Pdgfrb-eGFP* expressing cells are positive for PC marker CD13 (in red). E’ shows a higher magnification image. The scale bars in E and E’ are 100 μm and 10 μm, respectively. (**F**) Expression pattern of *Pdgfrb-eGFP* and *NG2-DsRed* in the retina of *Pdgfrb-eGFP/NG2-DsRed* mice. White arrows indicate *Pdgfrb-eGFP*-positive cells with weak or undetectable *NG2-DsRed* expression. The scale bars in left panels and the right enlarged panels are 50 μm and 10 μm, respectively.

**Figure 2:**
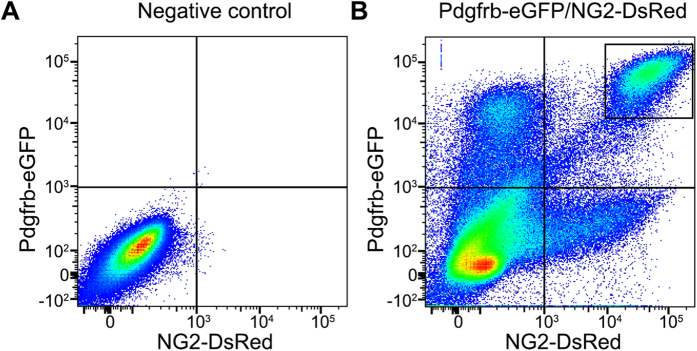
FACS of mural cells from brains of *Pdgfrb-eGFP/NG2-DsRed* mice. Dot blots showing the intensity of eGFP and DsRed channel of analyzed cells from (**A**) a negative control (C57BL6) and (**B**) *Pdgfrb-eGFP/NG2-DsRed* mice. The sorted, double-positive cell population is indicated by the rectangle in the upper right quadrant.

**Figure 3:**
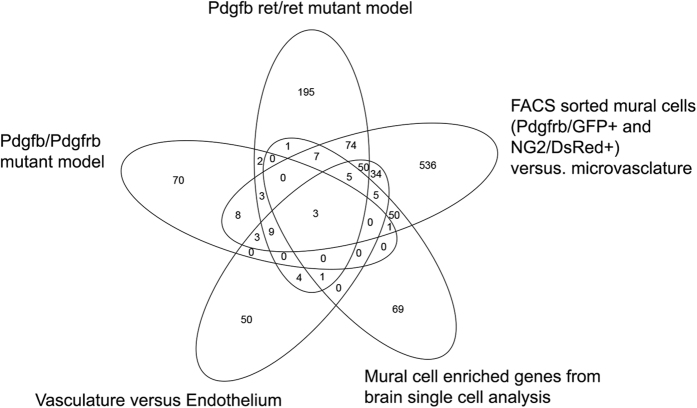
Venn diagram showing the overlap of identified mural cell genes between different datasets. The studies where these datasets have been reported are listed in Table 2.

**Figure 4:**
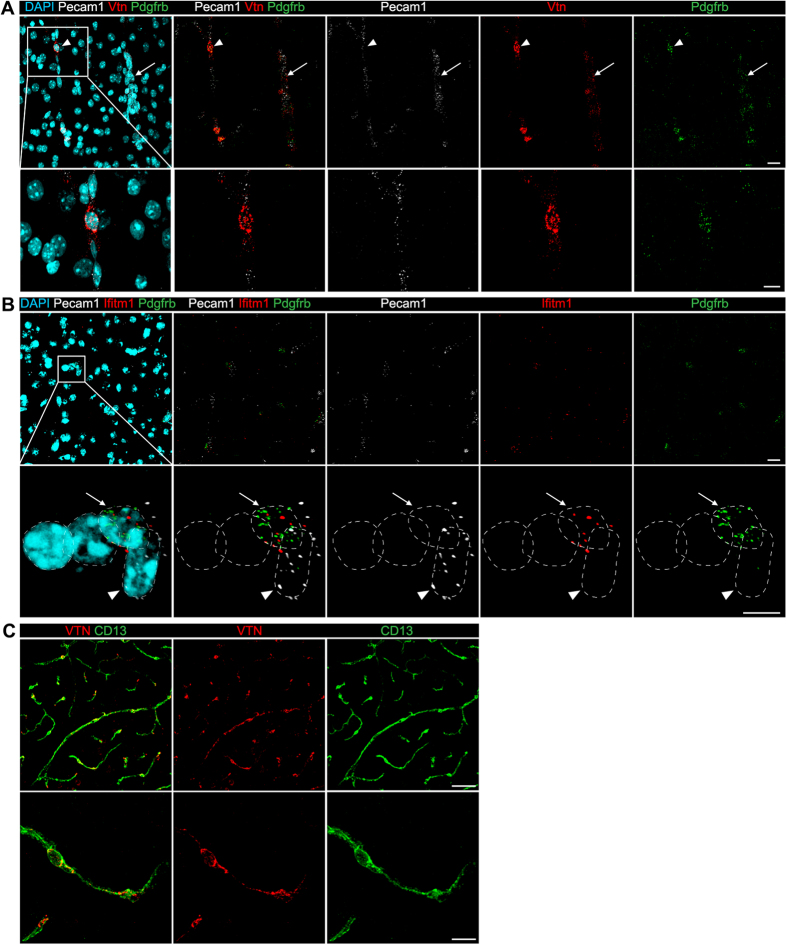
Validation of novel brain pericyte markers by *in situ* hybridization and immunohistochemistry. RNA *in situ* hybridization of 2-month old C57BL6 mouse cerebral cortex. (**A**) Vitronectin (*Vtn*, in red) is expressed in PC, identified by *Pdgfrb* expression (in green). While *Pdgfrb* expression is restricted to the cell body, *Vtn* can be found also in PC processes. Arrowhead points to a PC, arrow points to a vascular smooth muscle cell. In magnified inset is seen an overlap of *Pdgfrb* and *Vtn* expression in a PC. Cell nuclei are visualized by DAPI (in blue) and EC are visualized by *Pecam1* expression (in white). (**B**) Interferon induced transmembrane protein 1 (*Ifitm1*, in red) is expressed in PC, identified by *Pdgfrb* expression (in green). In inserts, cell nuclei are encircled with dotted lines. Arrow points to a PC nucleus, arrowhead points to an EC nucleus. Cell nuclei are visualized by DAPI (in blue) and EC are visualized by *Pecam1* expression (in white). (**C**) Immunohistochemical detection of vitronectin (in red) in PC (in green, CD13). The higher magnification image (C’) shows a strong expression of vitronectin in PC cell body and processes. The scale bars in top and lower panels are 20 μm (**A,B**), 50 μm (**C**) and 10 μm (**A,B** and C’), respectively.

**Figure 5:**
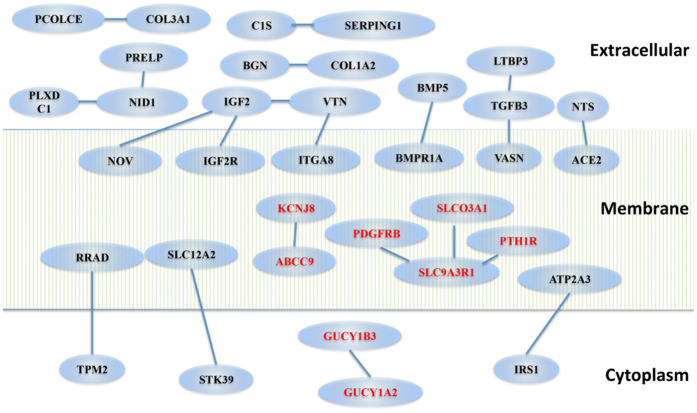
Protein interaction groups among brain mural cell-enriched genes. Proteins are represented with nodes and interactions between them are indicated with lines. The proteins are grouped according to their subcellular location (i.e cytoplasmic, membrane or extracellular). Proteins discussed in the text are indicated in red.

**Table 1:** Gene expression of known pericyte markers in microvasculature and pericyte samples.

Ensembl ID	Symbol	Microvasculature (FPKM^a^)	Mural cell (FPKM^a^)	Enrichment fold^b^ (Mural cell/Microvasculature)
ENSMUSG00000035783	Acta2	58,2	726,2	12,5
ENSMUSG00000030247	Kcnj8	12,6	136,7	10,9
ENSMUSG00000024620	Pdgfrb	45,4	445,2	9,8
ENSMUSG00000056481	Cd248	35,9	341,2	9,5
ENSMUSG00000039062	Anpep	9,2	83,8	9,1
ENSMUSG00000026208	Des	8,9	81,0	9,1
ENSMUSG00000040856	Dlk1	7,2	64,7	9,0
ENSMUSG00000032368	Zic1	47,3	376,8	8,0
ENSMUSG00000030249	Abcc9	35,7	282,3	7,9
ENSMUSG00000026678	Rgs5	176,5	1302,3	7,4
ENSMUSG00000032911	Cspg4	39,7	257,3	6,5

Listed are RNA-seq expression values for the known pericyte markers.

^a^The expression quantification is given by FPKM (Fragments Per Kilobase Of Exon Per Million Fragments Mapped).

^b^The enrichment fold shows the ratio of FPKM values between PC and microvasculature samples.

**Table 2:** Some details of five studies on the brain mural cells transcriptome.

	Experimental model	Age	# of identified mural cell genes	# of identified mural cell genes after removal of endothelial genes	Endothelial genes (%)	Reference
1	Pdgfb^ret/ret^ mutant versus control	7–10 months	453	354	21,85%	Armulik *et al*.^9^
2	Pdgfb/Pdgfrb mutant versus control	E17.5	135	99	26,67%	Bondjers *et al*.^39^
3	Vasculature versus endothelium	P60-70	175	164	6,29%	Daneman *et al*.^40^
4	Single cell analysis of brain mural cells	P21-31	155	142	8,39%	Zeisel *et al*.^41^
5	*Pdgfrb-eGFP* and *NG2-DsRed* double positive mural cells	P6	856	788	7,94%	current study

Listed are details of four previously published studies and our current study. The following details are listed: the experimental model, the age of the mice, the number of total identified mural genes, the percentage of contaminated EC genes, the number of mural genes after removal of EC genes and references.

**Table 3:** Subcellular location of the brain mural cell-enriched genes.

Cellular location	# of genes	Gene symbols
Extracellular	49	Adamts15 Adamts16 Adamts8 Arhgap42 Aspn Bgn Bmp5 C1qtnf2 C1qtnf7 C1s Ccdc80 Chn1 Col1a2 Col3a1 Col5a2 Crispld2 Daam2 Efemp2 Egflam Emilin1 F2r Fstl1 Gpc6 Hspa12a Igf2 Il34 Lama2 Lgals1 Lipg Ltbp3 Nid1 Nodal Nov Ntn1 Ogn Pcolce Pdgfa Pgf Pla1a Prelp Ptn Pxdn Rarres2 Serping1 Serpini1 Sfrp2 Tnxb Vtn Wnt5b
Membrane	98	Abcc9 Ace2 Adcy6 Amigo2 Ano1 Ano4 Aoc3 Art3 Atp13a5 Atp1a2 Atp1b2 Atp2a3 Axl Bmpr1a Cacna1h Cadm4 Cap2 Cd248 Cdh11 Cpm Cspg4 Dlk1 Dmd Ednra Enpep Eps8 Evc Fap Fgfr3 Gfra2 Ggt1 Glrb Gpr20 Gpr30 Gprc5b Gpx8 Grm3 Higd1b Ifitm1 Igf2r Itga7 Itga8 Jam3 Kcne4 Kcnj8 Kcnmb1 Kirrel Lhfp Lin7a Marveld1 Mboat2 Mcam Mrvi1 Naalad2 Notch3 Npy1r Olfr558 Olfr78 P2rx1 P2ry14 Pcdh18 Pde3a Pdgfrb Pla2r1 Plekha2 Plxdc1 Plxdc2 Plxnb1 Prkar1b Ptger3 Pth1r Rasl12 Rftn2 Ror1 Rrad S1pr3 Samd4 Scn2b Sdc2 Sema6d Sgca Sh2d3c Slc12a2 Slc16a12 Slc19a1 Slc30a10 Slc38a11 Slc6a20a Slc7a2 Slc9a3r1 Slco3a1 Steap4 Susd2 Sytl2 Tnfrsf21 Trpc1 Vasn Vstm4
Cytoplasm	67	Acta2 Adap2 Adrbk2 Aif1l Ankrd6 Arhgap10 Arhgef25 Cald1 Casq2 Cnn1 Cryab Ctnna3 Dact1 Dbndd2 Ddit4l Dennd2a Des Dgkb Dtx3 Fads3 Fam101a Fam20a Farp1 Filip1l Flna Frk Gucy1a2 Gucy1a3 Gucy1b3 Inpp4b Irs1 Lmcd1 Lmod1 Myh11 Myl9 Mylk Myom1 Ndrg2 Nts Palld Parva Pde1a Pde5a Pde8b Pdlim1 Pdlim3 Pid1 Pitpnc1 Plce1 Plcl1 Ppp1r14a Ptpn9 Rbms3 Rcn3 Rerg Rgs4 Rgs5 Sept11 Sept8 Stk39 Stmn2 Tagln Tgfb3 Tpm1 Tpm2 Uchl1 Wtip
Nucleus	30	Alx3 Arvcf Ccnd2 Ctdspl Etv1 Foxd1 Foxs1 Hey2 Heyl Hic1 Hspa2 Kctd1 Lbh Mustn1 Myocd Nr2f1 Nr2f2 Nrip2 Pawr Prickle2 Prrx1 Rasl11a Rgs7bp Runx1t1 Tbx15 Tbx18 Tbx2 Uba2 Vgll3 Zic1
Unclear	16	1110059G02Rik 1500009L16Rik 6330403L08Rik Arhgef17 AW011738 Fam107b Gm13889 Itga10 Kctd15 Klhl23 Mn1 Rbpms2 Samd5 St5 Susd5 Tbc1d2b

The identified 260 brain mural cell-enriched genes are classified into subcellular locations. The gene symbols and the total number of genes in each category are listed.

**Table 4:** Enriched signalling pathways in brain mural cell-enriched genes.

Pathway name	p value	# of gene	Gene symbols
Focal adhesion	2,72E-10	17	Ccnd2 Col1a2 Col3a1 Col5a2 Flna Itga10 Itga7 Itga8 Lama2 Myl9 Mylk Parva Pdgfa Pdgfrb Pgf Tnxb Vtn
Vascular smooth muscle contraction	2,10E-09	13	Acta2 Adcy6 Cald1 Ednra Gucy1a2 Gucy1a3 Gucy1b3 Kcnmb1 Mrvi1 Myh11 Myl9 Mylk Ppp1r14a
Dilated cardiomyopathy	4,00E-09	11	Adcy6 Des Dmd Itga10 Itga7 Itga8 Lama2 Sgca Tgfb3 Tpm1 Tpm2
ECM-receptor interaction	3,28E-08	10	Col1a2 Col3a1 Col5a2 Itga10 Itga7 Itga8 Lama2 Sdc2 Tnxb Vtn
Calcium signaling pathway	7,42E-06	11	Atp2a3 Cacna1h Ednra F2r Mylk P2rx1 Pde1a Pdgfrb Plce1 Ptger3 Trpc1
Regulation of actin cytoskeleton	9,86E-04	9	F2r Fgfr3 Itga10 Itga7 Itga8 Myl9 Mylk Pdgfa Pdgfrb
Neuroactive ligand-receptor interaction	1,67E-03	10	Ednra F2r Glrb Grm3 Npy1r P2rx1 P2ry14 Ptger3 Pth1r S1pr3

KEGG pathways enriched in the 260 brain mural cell-enriched genes. Statistical test’s p value, gene number and gene symbols are listed.

# Supplementary material for: Analysis of the brain mural cell transcriptome
**Source:** Sci Rep. 2016 Oct 11;6:35108. doi: 10.1038/srep35108
**Supplement:** Supplementary Information

## **Supplemental Information**

### **Analysis of the brain mural cell transcriptome**

Liqun He, Michael Vanlandewijck, Elisabeth Raschperger, Maarja Andaloussi Mäe, Bongnam Jung, Thibaud Lebouvier, Koji Ando, Jennifer Hofmann, Annika Keller, Christer Betsholtz

#### **Table S1. The five brain mural-enriched gene lists.**

Listed are the detailed gene lists from the five studies (column C-G), with “1” and “0” to represent if the genes were identified or not by the corresponding studies, respectively. The genes were sorted by the FPKM values (from the current RNAseq study) in column H.

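The FPKM column of Supplementary Table S1 holds the mean of the 3 mural cell samples. Of its 1180 genes, 1132 have an FPKM value. By their symbols 1115 genes were matched to a gene of the deposited files, and a further 17 through synonyms. Among the 1117 matched genes with an FPKM value, 1113 were within 1% of the mean of the 3 deposited mural cell values. Of the 788 genes marked for the present study, 782 were matched, and 781 of these had a ratio between mural cells and fragments above 2. By limma, 733 were enriched, 48 had an adjusted p of 0.05 or more and 1 did not pass the filter on low values.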

#### **Table S2. The selected 260 brain mural cell-enriched gene catalogue.**

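Supplementary Table S2 is the part of Supplementary Table S1 with genes marked for at least 2 of the 5 studies, with the FPKM of the sorted mural cells as the measure of abundance. By this measure the first genes are *Rgs5* (1302) and *Vtn* (885), which ranked first and second among the 258 matched genes, while *Ifitm1* (49.3) ranked 138th. The FPKM gives the level in mural cells and not the enrichment, which needs the microvascular fragments.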

Listed are the identified 260 brain mural cell-enriched genes. The genes were sorted by the FPKM values as in Table S1.

How the deposited data were processed for this re-analysis (not part of the article)

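RNA-seq was performed on 3 samples of FACS sorted *Pdgfrb-eGFP/NG2-DsRed* double positive mural cells and 3 samples of microvascular fragments from the brains of mice at postnatal day 6. The authors deposited 1 file per library with an FPKM value for each Ensembl gene. To make them, the authors aligned paired-end reads to NCBIM37 with TopHat2 2.0.4, removed duplicated reads with Picard 1.92 and computed FPKM with Cufflinks 2.2.1. Replicates were not pooled. The scaling between libraries that Cufflinks applied is not named in the paper's text. After median-ratio scaling the factors of the samples lay between 0.987 and 1.017, so the deposited values were already close to a common scale.

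From these values the following was computed. Of 9 identifiers listed more than once with identical values, 1 line was kept, which left 33460 genes. Symbols and coordinates were taken from the GENCODE annotation of NCBIM37, which holds 33116 of the genes. Ratios are of mean FPKM over 3 samples per group. For tests, log2(FPKM + 1) was fitted with limma 3.58.1 in R 4.3.3 with an intensity trend and Benjamini-Hochberg adjustment, over the 14801 genes with an FPKM of at least 1 in at least 3 samples. Since FPKM are not counts, no test for counts was used. Genes were called enriched at an adjusted p under 0.05 and a ratio above 2, and lower at a ratio under 0.5. A single comparison of 3 samples against 3 was tested with an exact permutation test, whose smallest p is 0.1. Other steps were run in Python 3.11.15 with pandas 2.3.3 and NumPy 2.4.6.

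The fit was tested on simulated data, in which fragments were drawn for the real genes at the depth of each library with a dispersion of 0.1 and 200 genes changed 4-fold. It recovered 79% of the genes raised in mural cells and 62% of the genes lowered, and 26 of 167 calls were false. Of these, 1 was in the enriched direction and 25 in the lower direction, and all 25 were genes at 0 in every simulated mural cell library. When genes at 0 in all samples of a group were left out, 1 of 141 calls was false. This filter was therefore added as an alternative after the data were seen, as was a restriction to protein-coding genes. With the replicate block, 18 of 147 calls on the simulated data were false. Of these, 17 were in the lower direction, and 13 of the 17 were genes at 0 in every simulated mural cell library.

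The value of 1 fragment in each library was recovered from genes with a single transcript. With it, the fragments on protein-coding genes came to approximately 5.43 to 5.95 M for the microvascular libraries and 1.04 to 2.37 M for the mural cell libraries. The low depth of mural cell libraries limits what can be said of genes with low values there.

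The 1180 genes of Supplementary Table S1 were matched by symbol (1115) or by a synonym (17), and 48 were left unmatched. Lists of cell type markers were written before the data were examined. For each list, the median log2 ratio was set against 10000 random lists of the same size, drawn for each gene from the 100 genes closest in mean expression. Enriched genes within 200 kb of *Cspg4* were counted in the same way as around every other enriched gene. The genes named in the text are those that the paper names from its RNA-seq data, the 5 genes with the largest and the 5 with the smallest log2 fold change among those past the thresholds with no overlap between the groups, the genes of the marker lists, and the genes around *Cspg4* and *Pdgfrb*. This rule was set before the data were examined.

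The alternatives were a pseudocount of 0.1, median-ratio scaling, quantile normalization, the replicate number as a block, a fit without an intensity trend, no filter, a filter at an FPKM of 5, the fold change of limma in place of the ratio of means, an adjusted p under 0.01, leaving out each sample in turn, other averages of the marker ratios, and windows of 100 and 500 kb. The results of ISH, immunohistochemistry, subcellular location, pathways and protein interactions, and the data of the 4 other studies beyond the lists of Supplementary Table S1, were not analysed here.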

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

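The tests of depth, of genes at 0, of microglia, of endothelial transcripts and of other splits for the lower genes were chosen only after the results were seen, while those on the surroundings of *Cspg4*, on fibroblasts and on other splits for the enriched genes were set earlier.

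The paper reports the genes enriched in mural cells and not the opposite direction, in which 1493 genes were more than 2-fold lower in mural cells than in fragments. The mural cell libraries are shallower, and on simulated data with the same depths 25 of the 26 false calls were lower genes listed at 0 in every mural cell library. Of the 1493 genes, 270 (18.1%) were at 0 in all 3 mural cell samples, so most of them had a value above 0 in at least 1 sample. When all libraries were thinned to the depth of the shallowest, 50.5% of the lower genes with a single transcript were still lower, against 74.4% of the enriched ones. The depth thus does not fully account for the enriched genes, but it cannot be told apart from other explanations for part of the lower genes. For both counts, 1 of the 10 splits of the 6 samples gave as many genes, the real one, and a design of this size cannot give a smaller share. The other 9 splits gave 0 genes, with 238 to 450 genes at an unadjusted p under 0.05 against 5181 for the real split. Each of these 9 splits puts mural cell and microvascular samples on the same side. The difference between the groups then raises the spread within a side, so few calls follow from the design and do not back the real split. In 4 splits, the real one included, all 3 same-numbered pairs were parted, and in the others 1 pair was.

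The paper does not discuss microglia in the RNA-seq data. The 8 microglia markers had a median log2 ratio of -3.62, below all 10000 matched random lists, and all 8 were more than 2-fold lower in mural cells. This is consistent with microglia attached to the microvascular fragments and removed by sorting, which may account for part of the lower genes. How large a part was not tested. The *Tyrobp* values in mural cells rest on 8, 0 and 3 fragments and those of *Cx3cr1* on 102, 50 and 37. Single values of this list in mural cells can therefore be imprecise, as for *Tyrobp*.

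Endothelial markers had a median log2 ratio of -0.54, below most matched random lists (percentile 0.08), yet their median level in mural cells was 68.52% of that in fragments. Under median-ratio scaling the value was -0.52. The scaling factors were all between 0.987 and 1.017, so this scaling could hardly move the value. Quantile normalization changed the number of enriched genes from 952 to 1195, yet the endothelial list stayed at -0.51 (percentile 0.21). For the genes of this list, the value thus depended little on which of these scalings was used. Neither scaling can reveal a shift shared by all genes, so scaling between the samples is not excluded as a cause. RNA from EC among the sorted cells is a candidate explanation, but expression of these genes by the sorted cells themselves would give the same values, and the data cannot tell these apart.

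The paper states that PDGFRβ is also expressed by fibroblasts in meninges and around larger vessels and that the double reporter was specific for mural cells. The 5 fibroblast markers examined here had a median log2 ratio of 1.93. This lay at percentile 99.99 of matched random lists, and 3 of the 5 genes (*Col1a1*, *Dcn* and *Lum*) were enriched. The value is consistent with fibroblasts among the sorted cells, but mural cells that express these genes would give the same values, so that this remains a hypothesis. *Slc6a13* was not enriched (ratio 2.19, adjusted p = 0.454 from limma), and the *Lum* values rest on 10 to 18 fragments in mural cells.

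Around *Cspg4*, 4 of the 6 tested genes within 200 kb were enriched. These were *Odf3l1* (ratio 2.13), *Snx33* (6.56), *Imp3* (2.16) and *Ptpn9* (2.86), while *Snupn* between *Imp3* and *Ptpn9* had a ratio of 1.42. The run of 4 enriched genes from *Odf3l1* to *Imp3*, *Cspg4* included, spans 89.7 kb of chromosome 9 (56696466 to 56786204). Of the 813 runs of enriched genes on the genome, 4 were at least as long. The count around *Cspg4* was at percentile 97.9 of the counts around the other 951 enriched genes, of which 20 had as many. Clustering of enriched genes in general can thus give such a count. The region was not picked at random, so the percentile cannot set this clustering aside. Another candidate explanation is that the *NG2-DsRed* transgene carries a genomic segment around *Cspg4* whose genes are expressed from extra copies. The idea came from gene names in Supplementary Table S1, which was made from the same samples, so the test is not independent of it. It also has limits, as a transgene would be present in all cells of both groups, *Ptpn9* lies beyond the run and is listed by 2 other studies, and expression shared between neighbouring genes was not tested. *Pdgfrb* had 0 enriched genes among 4 tested neighbours.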

How the results depend on the processing

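The alternatives were chosen before the data were examined, except for the restriction to protein-coding genes and the restriction to genes above 0 in both groups, which were chosen after seeing the data. No result with a test reversed its direction under the alternatives run, while the median of a cell type list changed its sign in 5 cases.

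The number of enriched genes, 952, lay between 667 (adjusted p under 0.01) and 1195 (quantile normalization), and between 691 and 949 when each sample was left out in turn. With the replicate block it was 900. With protein-coding genes only it was 930, and with genes above 0 in both groups 936. The number of lower genes depended more on the processing. It was 1493, against 948 with a filter at an FPKM of 5 and 845 at an adjusted p under 0.01. Across the 6 fits that each left out 1 sample, it was 607 to 702 without a microvascular sample and 1416 to 1733 without a mural cell sample. The filter still asked for an FPKM of at least 1 in at least 3 samples. With 1 microvascular sample left out, genes under 1 in all mural cell samples could not be tested, which lowers the count. With genes above 0 in both groups it was 1158 and with the replicate block 1344. Other causes were not tested.

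The number of enriched genes among those listed only by the other studies was 14. It was 9 with a filter at an FPKM of 5, 6 at an adjusted p under 0.01, and 8 to 12 when each sample was left out in turn. The cause was not tested. The catalogue genes that were enriched, 252, ranged from 229 to 252 under the alternatives and from 231 to 246 with 1 sample left out. The genes listed for the present study, 733, ranged from 568 to 752 and from 580 to 696. The enriched genes around *Cspg4*, 4, were 3 in a window of 100 kb and 4 in one of 500 kb, and 2 to 4 when each sample was left out in turn, with 2 in the fit without mural cell replicate 1.

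The mean enrichment of the 11 markers, 9.06, stayed between 8.66 and 9.89, and between 8.25 and 9.8 with 1 sample left out. The ratio of *Vtn* stayed between 8.14 and 10.33 and that of *Ifitm1* between 4.94 and 6.93. Of 90 values of the cell type lists under alternatives, 88 moved by less than the SD between mural cell samples. The neuron list moved to -0.19 under quantile normalization and the fibroblast list to 2.53 with a pseudocount of 0.1. Of the 10 lists, 4 lay outside the central 95% of random lists, and 4 or 5 did so under the alternatives.

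The depth limits the lower genes most. A transcript of 2 kb at 3 fragments has an FPKM of 0.94, 2.23 and 2.11 in the mural cell libraries, so that lower genes near or below these values cannot be told from genes that were missed.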

Differences from the paper's values

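The paper gives over 25 M as the number of read pairs sequenced in each sample, and the FPKM values rest on approximately 5.93 M fragments on protein-coding genes in the microvascular libraries and 1.05 M in the mural cell libraries (medians). The paper's number is of reads as sequenced, a different quantity, and no alternative set before the data were examined bears on it. For the other values that the paper states and that were recomputed, no pair met the criteria for a difference.

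The paper counts *Anpep* among the known markers in the catalogue of Supplementary Table S2. That table holds 11 of the 12 markers named, and Supplementary Table S1 marks *Anpep* for 1 study. In its description of the ISH, the paper ascribes the lower FPKM to *Vtn*, whereas the FPKM in mural cells was 885 for *Vtn* and 49.3 for *Ifitm1*. The fold enrichment of *Ifitm1*, which the paper gives as above 5, was 5.71, but 4.97 as the fold change of limma and 4.94 without mural cell replicate 2. That of *Vtn*, which the paper gives as above 9, was 9.31, but 8.14 without microvascular replicate 3 and 8.7 without mural cell replicate 1.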

Other observations

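The tests on astrocyte and smooth muscle markers in single samples, and the comparison with other ways to pair the samples, were chosen only after the values were seen, while the test on same and different replicate numbers was set earlier.

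Mural cell replicate 3 had higher values than the other mural cell samples for all 7 astrocyte markers, with a median log2 difference of 1.79, above all 10000 matched random lists. Mural cell replicate 1 had lower values for all 5 smooth muscle markers, with a median log2 difference of -1.38, below all matched random lists. Of the 30 comparisons of a list in 1 mural cell sample with the other samples, 13 lay outside the central 95% of random lists, and the 3 comparisons of a list are not independent. Among them, endothelial markers were higher in replicate 1 (12 of 12 genes, median log2 difference 0.34, percentile 99.97) and lower in replicate 3 (1 of 12 genes higher, -0.28, percentile 0.56). Oligodendrocyte progenitor markers were higher in replicate 3 (0.92, percentile 99.61) and erythroid markers in replicate 1 (0.83, percentile 99.81). The endothelial values show that the level of these markers differed between the sorted samples, and its source was not tested. By replicate number, the medians of the endothelial list were -0.43, -0.54 and -0.72 in mural cells and 0.07, 0.06 and -0.14 in fragments. The order was the same, so the difference need not be particular to the sorted samples, but 3 samples per group cannot decide this. Different shares of astrocytes and smooth muscle cells among the sorted cells are candidate explanations, but each rests on a single sample, and neither can be told apart from other differences in preparation. No biological explanation was tested, since the samples of a group share 1 condition.

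The deviations of samples with the same replicate number correlated with a mean r of 0.049, which is 0.074 above that of samples with different numbers. Since deviations from the means of 3 samples sum to 0, the mean r of different numbers largely follows from that of the same numbers and is no independent comparison. Of the 6 ways to pair the samples, only the labelled pairing itself, 1 of 6, had a mean r of 0.049 or more, and 6 ways cannot give a share under 0.05. Whether each number is a single mouse cannot be told from these values. The Y-linked genes *Ddx3y*, *Kdm5d*, *Eif2s3y* and *Uty* had means of 14.7, 7.93, 36.7 and 7.81 FPKM in mural cells and 17.0, 9.32, 36.2 and 15.6 FPKM in fragments, while *Xist* was at 0.0266 and 0.0486. All 4 Y-linked genes were expressed in each of the 6 samples, so sex could not be used to check the pairing.

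*Zhx2* had an FPKM of 29.4, 11.9 and 124 in mural cells against nearly equal values of 0.0621, 0.0619 and 0.0621 in fragments. *Trac* had 24.3, 31.2 and 23.8 in mural cells and a mean of 1.32 in fragments. The most abundant entry of a library took 29.1 to 55.5% of the FPKM sum in 5 samples, with transcripts of 106 to 120 bases, and 1.8% in mural cell replicate 3. The FPKM sum over protein-coding genes was between 383635 and 404022 in all samples.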
